A study of Homo sapiens with 6 samples. Its data were reported in "Transposon-activated POU5F1B promotes colorectal cancer growth and metastasis" (2022).

How the data were processed

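RNA was sequenced from SW480 cells, an established line derived from a human colorectal adenocarcinoma, that carried a doxycycline-inducible vector for either POU5F1B or, as a control, green fluorescent protein (GFP). Per the labels, 3 libraries were made from GFP cells and 3 from POU5F1B cells, all after 72 h in 1 µg/mL doxycycline. Each sample was assigned to its group, and given its replicate number, from its title.

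The values are read counts per gene. The authors deposited one table of whole-number counts per library, with Ensembl gene identifiers and no normalization. To make them, the authors mapped reads to the hg19 human genome with hisat2 and counted with featureCounts, using an annotation that held both genes and transposable elements, and kept uniquely mapped reads only. The strand setting of the counting and the release of the gene annotation were not stated, so counts of genes that overlap on opposite strands are uncertain. Counting of uniquely mapped reads also loses reads from sequences that occur more than once in the genome, and can move a few reads between close paralogs. The tables listed 63677 identifiers in the same order, and 87.4% of them had a symbol in the gene name table used here.

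The depth ranged from 10767947 to 12787637 counts per library. A floor of 3 counts corresponded to between 0.235 and 0.279 CPM, the count scaled to a common library size, depending on the library. Intervals on shares are 95% Wilson intervals; these intervals and the floors cover counting error only, since reads without molecular identifiers are not independent molecules.

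Genes were filtered with filterByExpr of edgeR 4.0.16, which kept 14286 genes, and library sizes were scaled by TMM. Differential expression was tested with voom and the moderated test of limma 3.58.1 in R 4.3.3, without a block, with Benjamini-Hochberg adjustment over all tested genes. A gene was past the threshold at an adjusted p-value under 0.05 and a fold change above 2. This main test was voom, because the study's methods state it with these limits; the quasi-likelihood test of edgeR and the Wald test of DESeq2 1.42.0 were alternatives. Levels are given as CPM on TMM-scaled library sizes, and log2 CPM used a prior count of 2. Fold changes are on the log2 scale of voom.

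The other alternatives were voom with sample quality weights; DESeq2 size factors, upper quartile or total counts in place of TMM; genes with at least 1 count in total or at least 10 counts in every sample in place of the filter; the replicate number as a block; a 1.2-fold change tested inside the test; the summed counts of POU5F1B and POU5F1; and leaving out each library in turn over the same 14286 genes. The pairing of libraries in the block comes from the replicate numbers in the titles. A further 3 settings were chosen after the data had been seen, namely replicates 1 and 2 only, a correction for GC content and gene length (natural splines with 5 degrees of freedom each, fitted per library), and that correction together with the block. GC content and length were known for 98.1% of the tested genes.

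The groups, tests, gene lists and naming rule were fixed before the data were examined. The 9 gene lists were tested with camera of limma, two-sided, with its default inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over the 9 lists; fry and camera with an estimated correlation were alternatives. A pair of the lists hold genes and proteins that the study's text names. The secreted factors among them are named from RNA of several settings, SW480 cells included. The list of secreted factors may thus rest in part on these same libraries, so its p-values are not an independent test. The other lists were chosen for this work from general knowledge of these pathways after the study's supplementary protein tables had been read, which bears chiefly on the ATF4 list, so this list is not an independent choice. Older symbols were matched through the synonyms of the gene tables, and 98.6% of list entries were found. Enrichment of gene ontology terms was not run.

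The genes named are POU5F1B, POU5F1, MYC and 6 secreted factors that the study's text names from RNA (AREG, NTS, EREG, TGFBI, IGF2 and IL33); the 5 largest rises and 5 largest falls past the threshold whose groups did not overlap, of which there were none; and, in a list with an adjusted p-value under 0.05, the 3 members with the smallest p-values. Any other gene is said to have been chosen after its values were seen.

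Coordinates are 1-based on GRCh37, the same build as hg19, from a GENCODE annotation mapped to that build. Replicate libraries were compared by a chi-square test over genes with at least 10 counts in the pair and by the biological coefficient of variation of edgeR.

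The tests were run on simulated counts for the 14286 genes, of which 200 were changed 4-fold. With the spread of replicates 1 and 2, voom called 199 of the 200 changed genes and 0 unchanged genes. With the spread of all replicates, voom called 137 changed and 5 unchanged genes, voom with the replicate block 129 and 11, edgeR 140 and 2, and DESeq2 170 and 51. The simulated libraries all had the same spread for a gene, whereas in the data GFP replicate 3 lay far from the others. The simulated counts thus do not give the share of changed genes that the tests would find in these data. With the spread of replicates 1 and 2 only, camera called a list of 30 genes changed by less than 4-fold and 0 of the lists of unchanged genes. These genes were simulated independently of each other. The check thus cannot show how camera behaves where genes of a list vary together.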

Results

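To ask which transcripts change when POU5F1B is overexpressed in a colorectal cancer line, RNA was sequenced from SW480 cells induced to express either GFP or POU5F1B, with 3 libraries in each of the 2 groups. POU5F1B is a retrogene copy of POU5F1, which encodes the pluripotency factor OCT4. The GFP libraries held 11860374, 12787637 and 12376911 counts for replicates 1, 2 and 3, and the POU5F1B libraries held 12632179, 10767947 and 11711483. Between 20385 and 21455 genes had at least 1 count in a library.

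The overexpressed gene was examined first, as a check of the labels. POU5F1B (ENSG00000212993) lies on the plus strand of chromosome 8 at 128334428 to 128432311 (GRCh37), with its single-exon coding sequence at 128428112 to 128429188. It had 6, 5 and 1 counts in GFP replicates 1, 2 and 3, against 15027, 11393 and 1458 in POU5F1B replicates 1, 2 and 3. The mean was 0.324 ± 0.215 CPM in GFP cells and 786 ± 579 CPM in POU5F1B cells (SD, n = 3). POU5F1B was thus high only in the libraries labelled with it, but the level in POU5F1B replicate 3 was 9.22 times lower than the mean of replicates 1 and 2. The log2 fold change was 10.73 ± 2.78 (SE), and because of this spread it did not pass the threshold with limma voom (adjusted p = 0.252). With the replicate number as a block, the log2 fold change was 10.83 and the adjusted p from limma voom was 0.0275. Its value moved most when POU5F1B replicate 3 was left out, to 11.82.

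POU5F1 (ENSG00000204531; chromosome 6, 31132114 to 31148508, minus strand) had 0, 4 and 5 counts in the GFP libraries and 217, 159 and 18 in the POU5F1B libraries, a log2 fold change of 5.25 ± 1.62 (SE; limma voom adjusted p = 0.308). The coding sequence of POU5F1B aligned to the POU5F1 transcript with 97.6% identity, and the longest identical run was 167 nt. POU5F1 made up 1.42% (95% Wilson interval 1.25 to 1.62%), 1.38% (1.18 to 1.61%) and 1.22% (0.773 to 1.92%) of the counts of both genes in POU5F1B replicates 1, 2 and 3, so the rise of POU5F1 is uncertain, as its reads can be shared with POU5F1B.

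**Figure D1:**
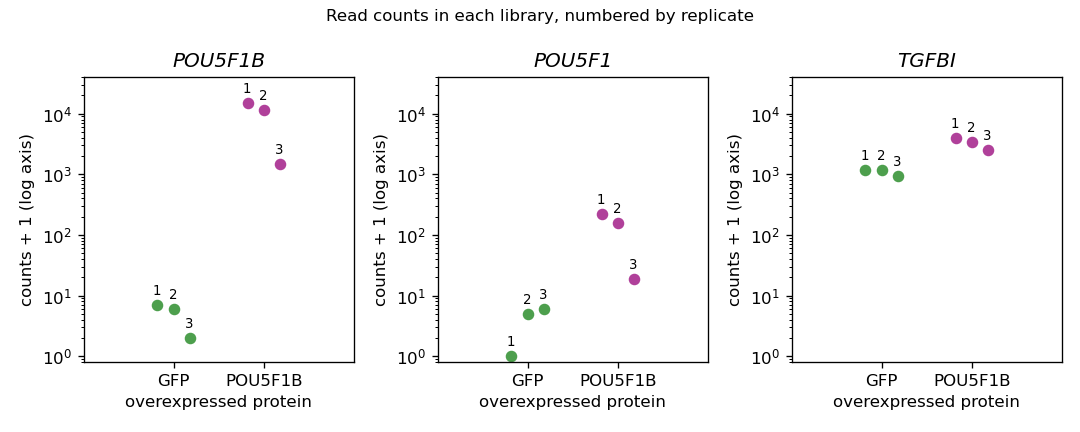
Counts plus 1 of POU5F1B, POU5F1 and TGFBI in each library (log axis), with the replicate number beside each point. POU5F1B had at most 6 counts in GFP cells and 1458 to 15027 in POU5F1B cells, with replicate 3 the lowest.

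The replicates were compared before they were averaged. To ask whether any library was a copy of another, the counts of each pair were set against sampling noise; none agreed within it, and the closest, GFP replicates 1 and 2, had a chi-square of 4.21 per degree of freedom. The coefficient of variation was 8.06% between GFP replicates 1 and 2 and 9.81% between POU5F1B replicates 1 and 2. In contrast, GFP replicate 3 differed from GFP replicates 1 and 2 with coefficients of 43.99% and 40.7%, which exceeded those between GFP replicates 1 and 2 and any POU5F1B library (at most 29.9%). POU5F1B replicate 3 differed from its replicates 1 and 2 with coefficients of at least 21.1%. Mitochondrial transcripts took 8.62% of the counts in GFP replicate 3 (95% Wilson interval 8.60 to 8.63%) and at most 7.49% in the other libraries (7.48 to 7.51%). The first principal component of log2 CPM held 47.9% of the variance and set GFP replicate 3 apart. The second, with 32.0%, separated replicates 1 and 2 of the groups, while both replicate 3 libraries lay near 0.

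**Figure D2:**
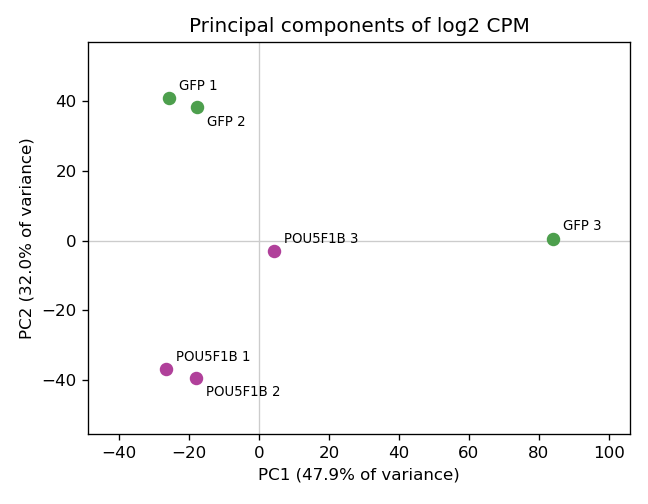
First and second principal components of log2 CPM for the 6 libraries, coloured by group and labelled with the replicate number. GFP replicate 3 lies alone on the first component (47.9% of variance), and the second (32.0%) parts GFP replicates 1 and 2 from POU5F1B replicates 1 and 2.

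With all 6 libraries, 0 of 14286 genes passed the threshold with limma voom, and 0 had an adjusted p under 0.05. By contrast, the study counts SW480 cells among the settings with enough raised genes for an enrichment of terms. Its main text gives no number of these genes, and the cause of the difference was not tested. At an unadjusted p under 0.05 there were 1698 genes, of which 867 were higher and 831 lower in POU5F1B cells. Chromosome arms 2p, 7p and 21q held 15.7% of these rises and 1.08% of these falls, against 5.35% of all tested genes. These arms were picked on replicates 1 and 2 of the same libraries, so part of this excess is built in. The groups did not overlap for 2776 genes, 19.4% of those tested, where chance gives 10%. The smallest adjusted p was 0.122, which EPAS1, EDN3, ITGA1 and DCBLD2 shared (named after their values were seen). EPAS1, with the smallest unadjusted p of these (chromosome 2, 46520806 to 46613836), had 80.9 ± 21.3 CPM in GFP and 343 ± 7.40 CPM in POU5F1B cells (SD, n = 3) and a log2 fold change of 2.12 ± 0.19 (SE). The deviations from the group means of libraries with the same replicate number had correlations across genes of 0.242, 0.088 and 0.165 for replicates 1, 2 and 3, with a mean of 0.165. With the replicate number as a block, 1 gene passed, which was POU5F1B itself. The alternative that moved the count most was the use of replicates 1 and 2 only, with 1194 genes.

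Since both replicate 3 libraries lay apart, the comparison was recomputed within replicates 1 and 2, a split by replicate number made after the data had been seen. With 2 libraries per group, 1194 genes passed the threshold with limma voom, 458 higher and 736 lower in POU5F1B cells. The remaining pair allows no test, as it has 1 library per group. The log2 differences between POU5F1B and GFP correlated across genes between pairs 1 and 2 with r = 0.803, but between pairs 1 and 3 with r = 0.0315 and between pairs 2 and 3 with r = 0.0195; genes are not independent replicates, and these 3 values describe the libraries. Over all tested genes, 47.0% had the same sign in pair 3 as in pairs 1 and 2. Of the 1194 genes, 639 (53.5%) changed in the same direction in pair 3, with 260 of the 458 rises and 379 of the 736 falls. Their median size was 1.51 on the log2 scale in replicates 1 and 2, and 0.09 along the same direction in pair 3. In pair 3, 216 of the 1194 genes differed by more than 2-fold in the same direction, POU5F1B, EPAS1 and TGFBI among them, and 126 differed by more than 2-fold in the opposite direction. Across the 1194 genes as a whole, the differences of replicates 1 and 2 were thus not repeated in pair 3, although part of them were.

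**Figure D3:**
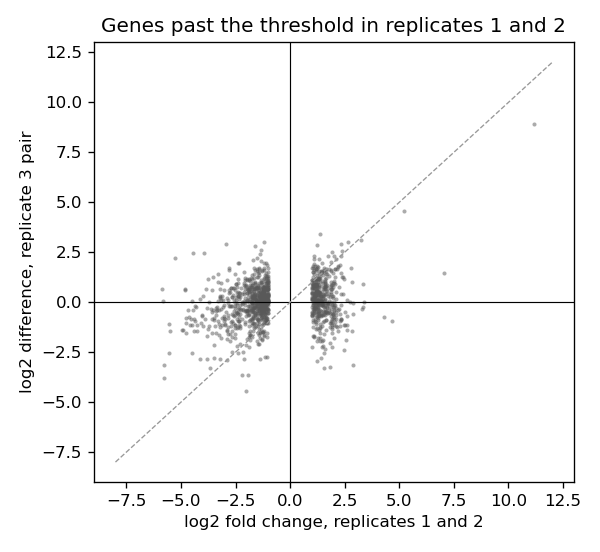
Each point is one of the 1194 genes past the threshold in replicates 1 and 2, with its log2 fold change there on the x axis and its log2 difference between POU5F1B and GFP in replicate 3 on the y axis. The dashed line marks equal values. Points lie above and below 0 on both sides, with 53.5% in the same direction.

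The study names 6 secreted factors from RNA of SW480 cells, other colorectal cancer lines and tumors, and not each factor from each setting. A factor that did not rise here is thus not in conflict with the study. Among the 6 secreted factors named by the study from RNA, TGFBI (ENSG00000120708; chromosome 5, 135364677 to 135399507) was higher with POU5F1B in 3 of 3 pairs, by up to 1.79 on the log2 scale. It had 90.3 ± 10.4 CPM in GFP cells and 277 ± 57.3 CPM in POU5F1B cells (SD, n = 3). Its log2 fold change of 1.60 ± 0.19 (SE) had a limma voom adjusted p of 0.132 over all genes and of 0.000232 over the 3 tested genes of this list alone. The list may rest in part on these same libraries, so the adjusted p over the list alone is not an independent test. EREG had 29, 33 and 1090 counts in the GFP and 19, 23 and 206 in the POU5F1B libraries. It was lower with POU5F1B in 3 of 3 pairs (-0.65, -0.22 and -2.46). Its log2 fold change of -1.08 ± 1.68 (SE) did not exceed the spread between replicates (limma voom adjusted p = 0.833 over all genes and 0.540 over the list). With the replicate number as a block it was -1.81, still not past the threshold (limma voom adjusted p = 0.327 over all genes). IGF2 did not differ either (0.35 ± 0.28 SE; limma voom adjusted p = 0.655 over all genes and 0.375 over the list), and replicates 1 and 2 alone gave -0.02. AREG, with 1 to 28 counts per library, was too low to be tested. Its exons match the genome on chromosome 4 at 75310853 to 75320722 and again, with at least 99.4% identity, at 75480629 to 75490481, so the counting of uniquely mapped reads could lose AREG reads. NTS and IL33 had 0 counts in all 6 libraries, where the floor of 3 counts corresponds to at most 0.279 CPM, and were not detectable at this depth. MYC, which lies downstream of POU5F1B on chromosome 8 at 128747680 to 128755197, had 385 ± 283 CPM in GFP and 278 ± 70.2 CPM in POU5F1B cells (SD, n = 3), a difference within the spread (log2 fold change -0.26 ± 0.47 SE; limma voom adjusted p = 0.861), and its sign changed to 0.28 when GFP replicate 3 was left out.

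To ask whether sets of genes moved together, 9 lists were tested with camera, and 7 had an adjusted p under 0.05. With the replicate number as a block there were 5. The alternative that moved this most was camera with an inter-gene correlation estimated for each list, which left 0 lists, the smallest adjusted p being 0.425. Cell cycle genes had a median log2 fold change of 0.16, with 21 of 30 genes higher (camera adjusted p = 0.0019), and 0.12 to 0.27 over the alternatives. Interferon-stimulated genes had a median of 0.46, with 16 of 20 higher (camera adjusted p = 0.0029). Caveolae and actin cytoskeleton genes had a median of -0.17, with 5 of 24 higher (camera adjusted p = 0.0136). For proteins, the study reports higher levels of several caveolae components with POU5F1B, which is a different measure from these transcripts. The medians were 0.46 for pluripotency genes (5 of 5 tested genes higher; camera adjusted p = 0.0136), 0.23 for cholesterol biosynthesis (17 of 23 higher; adjusted p = 0.0324), 0.07 for the ATF4 amino acid response (16 of 30 higher; adjusted p = 0.0341) and 0.35 for the secreted factors (2 of 3 higher; adjusted p = 0.0462). Of the 24 genes in the pluripotency list, 5 passed the filter, and their median is the value of TERT (limma voom adjusted p = 0.687). Most of this list was thus not tested. With the block, the median of the secreted factors was 0.33 and that of the ATF4 list 0.04, and their adjusted p-values rose to 0.243 and 0.0756. The proteins that the study's text names as higher with POU5F1B had a median of -0.26, with 6 of 16 transcripts higher (camera adjusted p = 0.621). The study names them from SW480 cells and from LS1034, another colorectal cancer line, and some from LS1034 only. This list is therefore not specific to SW480 cells. Wnt targets had a median of -0.24, with 6 of 16 higher (camera adjusted p = 0.212).

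The list members with the smallest p-values were MCM6, RRM2 and CDC20 among cell cycle genes (log2 fold changes 0.63, 0.61 and 0.33), MX1, OASL and OAS2 among interferon-stimulated genes (1.09, 1.46 and 0.55), CAV1, TAGLN and CAV2 among caveolae and actin genes (-1.50, -0.85 and -0.91), TFCP2L1, SALL4 and TERT among pluripotency genes (0.92, 0.79 and 0.46), STARD4, EBP and FDFT1 in cholesterol biosynthesis (-0.65, 0.28 and -0.40) and CBS, ATF3 and SLC38A2 in the ATF4 list (0.95, 1.49 and -0.55). The adjusted p-values of these 18 genes over all genes, from limma voom, ranged from 0.185 to 0.687. MCM6, RRM2 and TFCP2L1 lie on chromosome 2 and MX1 and CBS on chromosome 21.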

Values the study reported

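The study reported that the products of POU5F1 and POU5F1B differ at 15 amino acid positions in human. In SW480 cells that overexpressed POU5F1B, it reported 54 proteins at higher levels in lysates and 27 at higher levels in supernatants than in GFP cells.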

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

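The absence of genes past the threshold was kept with edgeR, DESeq2 size factors, upper quartile, total counts, at least 10 counts in every sample and a fold tested inside the test. Under these, and the test as reported with 1698 genes at an unadjusted p under 0.05, 0 genes passed. It was not kept in other settings. With DESeq2, 232 genes passed (83 higher, 149 lower) and 412 had an adjusted p under 0.05; in simulated counts with the spread of all replicates DESeq2 also called 51 unchanged genes, and the cause of its higher count was not tested. With sample quality weights, which gave GFP replicate 3 a weight of 0.111 and the other libraries 0.575 to 2.79, 1077 genes passed (448 higher, 629 lower) and 3973 had an adjusted p under 0.05. With replicates 1 and 2 only, 1194 passed (458 higher, 736 lower) and 4238 had an adjusted p under 0.05. Of these 1194 genes, 987 were shared with the quality weights and 214 with DESeq2. Across the 6 fits that each left out one library, the count ranged from 0 to 595, with 0 to 198 higher and 0 to 397 lower, and 0 to 1728 genes at an adjusted p under 0.05. The highest of each came without GFP replicate 3 and the next without POU5F1B replicate 3, where 5 genes passed (FAT1, PAM, SOX4, MAL2 and POU5F1B, named after their values were seen). The other 4 fits gave 0.

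With no filter, 4 genes passed (2 higher, 2 lower; EPAS1, EDN3, FAT1 and ITGA1, named after their values were seen), and 4 had an adjusted p under 0.05. With the replicate block, with GC and length correction, and with both together, 1 gene passed each time, a rise, and 1 had an adjusted p under 0.05. It was POU5F1B in both fits with the block and EPAS1 with the correction alone. The cause of these smaller changes was not tested.

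POU5F1B and POU5F1 kept their direction in each setting that tested them; neither was tested with at least 10 counts in every sample, which removes them. POU5F1B passed the threshold with DESeq2 (log2 fold change 11.24), sample quality weights (10.89), the replicate block (10.83), the block with GC and length correction (10.86) and replicates 1 and 2 only (11.18), and ranged from 10.11 to 11.82 across the fits that left out one library, passing without POU5F1B replicate 3. Its adjusted p ranged from 5.05e-20 to 0.927. POU5F1 passed with DESeq2 (5.51), quality weights (6.26) and replicates 1 and 2 only (7.04). MYC changed sign with quality weights (0.18) and replicates 1 and 2 only (0.094), and ranged from -0.56 to 0.28 across the fits that left out one library. EREG ranged from -2.19 to 0.60 across these fits, and IGF2 changed sign with replicates 1 and 2 only (-0.022). TGFBI was higher in each setting, by 1.51 to 1.79. It passed the threshold with DESeq2 (1.62), quality weights (1.66), replicates 1 and 2 only (1.69) and without GFP replicate 3 (1.51). For the single genes named among many, counted over genes and settings, 78 values gained significance, 5 changed sign and 384 kept both direction and side of the threshold. AREG, NTS and IL33 have no value in the test as reported; with no filter AREG had a log2 fold change of -1.24 (limma voom adjusted p = 0.761).

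The gene lists depended most on how correlation between genes was treated. With the correlation estimated for each list, camera gave adjusted p-values of at least 0.425, and each of the 7 lists lost significance, with medians as reported: 0.35 for secreted factors, 0.069 for ATF4, 0.46 for interferon-stimulated genes, 0.16 for cell cycle genes, 0.23 for cholesterol biosynthesis, -0.17 for caveolae and actin genes and 0.46 for pluripotency genes. With fry, 1 list, the secreted factors, had an adjusted p under 0.05, and the ATF4 (0.069), interferon (0.46), cell cycle (0.16), cholesterol (0.23), caveolae (-0.17) and pluripotency (0.46) lists lost it. Neither setting moves a median.

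The secreted factors, with 3 tested genes, lost significance with quality weights (0.12), DESeq2 size factors (0.35), upper quartile (0.40), total counts (0.39), at least 10 counts (0.37), the replicate block (0.33), GC and length correction (0.38) and both (0.37). They changed sign with no filter (-0.36) and replicates 1 and 2 only (-0.022), and ranged from 0.20 to 0.60 across the fits that left out one library, of which 4 lost significance. The ATF4 list lost significance with the replicate block (0.035), GC and length correction (0.060) and both (0.023), and ranged from -0.061 to 0.26 across the leave-one-out fits, changing sign without GFP replicate 1 and losing significance there and without GFP replicate 2 or POU5F1B replicate 3. Pluripotency genes lost it with quality weights (0.45), replicates 1 and 2 only (0.31), and without GFP replicate 3 or POU5F1B replicate 3, and ranged from 0.26 to 0.81 across the leave-one-out fits. The proteins named by the study gained it, in the lower direction, with replicates 1 and 2 only (-0.25) and without GFP replicate 3, changed sign without GFP replicate 1 or 2, and ranged from -0.30 to 0.10 across the leave-one-out fits. Wnt targets gained it with the block and GC and length correction together (-0.25). Across the leave-one-out fits, interferon-stimulated genes ranged from 0.20 to 0.51 and lost significance without GFP replicate 3, cholesterol biosynthesis ranged from 0.15 to 0.28 and lost it without GFP replicate 1, GFP replicate 2 or POU5F1B replicate 1 (camera adjusted p up to 0.234), and caveolae and actin genes ranged from -0.41 to -0.037 and lost it without GFP replicate 1 or 2 (up to 0.170). The cause of these list changes was not tested. Cell cycle genes kept direction and significance in each setting other than fry and the estimated correlation. AREG, NTS and IL33 were too low to test; whether depth, the counting of uniquely mapped reads or a lack of expression is the reason was not tested.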

Other observations

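The tests of depth, label, mixing in GFP replicate 3, shared paralog reads, arms by chance, copy number, shared replicate 3 deviations and the splits by number of genes were chosen after the result was seen.

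GFP replicate 3 lay far from GFP replicates 1 and 2. After all libraries were thinned to 10767947 counts, the coefficient of variation between GFP replicates 1 and 3 was 5.58 times that between 1 and 2. Without mitochondrial genes and the most counted genes the ratio was 5.47, against 5.47 as deposited. After correction for GC content and gene length, the SD of the log2 differences was 2.65 times that between GFP replicates 1 and 2, against 2.88 before. The library labelled GFP replicate 3 had 1 POU5F1B count, so a swap of labels between the groups is not the explanation. In a mixture, cells like those of replicates 1 and 2 would set a floor under each gene they express. The lowest ratio to replicates 1 and 2 over 4378 genes above 50 CPM was 0.0944 (HES1, named after its value was seen), and 26 genes were under 0.25. The 26 genes limit the share such cells could have to 0.25, and the lower limit of 0.0944 rests on 1 gene. A mixture with a share below these limits cannot be told apart from other sources. A source outside these tests, such as a separate culture, was not ruled out.

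The replicate 3 libraries shared deviations. Compared with replicates 1 and 2 of their own group, 642 genes in GFP replicate 3 and 186 in POU5F1B replicate 3 were more than 4-fold away, and 75 were so in both in the same direction, 71 of them higher, where independent deviations would give 5.18 in the same direction. A culture or library batch shared by the replicate 3 libraries could give this. A deviation of the same size in both would cancel in the pair 3 difference, so it does not by itself account for what pair 3 shows. The labels give no batch, and a culture effect and a library effect cannot be told apart here. Less POU5F1B in replicate 3 was considered for the failure of pair 3 to repeat pairs 1 and 2. Of the genes past the threshold in replicates 1 and 2, 53.5% changed in the same direction in pair 3. The deviation of GFP replicate 3 enters that pair, so within it the lower level of POU5F1B cannot be told apart from that deviation. With GFP replicate 3 left out and POU5F1B replicate 3 kept, 595 genes passed, 570 of them among the 1194. With POU5F1B replicate 3 left out instead, 5 passed. These counts argue against the lower POU5F1B level as the main reason why 0 genes passed with all 6 libraries. A part for it in pair 3 is not excluded. Bias by GC content and length left the correlation across genes of pairs 1 and 2 with pair 3 at 0.102 after correction, against 0.798 between pairs 1 and 2.

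If POU5F1B replicate 3 were a mixture of cells with and without the vector, genes raised in replicates 1 and 2 would keep the same share of their rise as POU5F1B, which kept 10.8%. The median share kept by 456 raised genes was 0.4996. The shares are measured against GFP replicates 1 and 2, so a deviation shared by the replicate 3 libraries or a copy difference in those GFP cells would raise them too, and a mixture cannot be excluded. No biological explanation was tested for this level.

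POU5F1 rose with POU5F1B. Its share of the counts of both genes did not differ among the POU5F1B libraries (chi-square p = 0.799 over 3 libraries), which is consistent with reads shared between the paralogs. A true rise in a fixed ratio would look the same.

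Genes moved together along chromosome arms between replicates 1 and 2 of the groups. Over 8300 genes on 41 arms, the median log2 difference relative to all these genes was 0.46 on 21q (91 genes, 90.1% higher), 0.44 on 2p (249 genes, 88.0% higher) and 0.26 on 7p (151 genes, 80.8% higher), and -0.34 on 7q (272 genes) and -0.33 on 19q (234 genes). In 10000 permutations of genes over arms the p-value of the largest shift was 0.0001, the smallest they can give. After correction for GC content and length, the 21q shift kept a share of 1.00 of its size. The correction moved 2p to 0.39 and 19q to -0.27 and left 7p at 0.25 and 7q at -0.33. A candidate explanation is a chromosome copy difference in the cells of GFP replicates 1 and 2. Of the 3 raised arms, 2 were also higher, by more than 0.5 of the shift, in both replicate 3 libraries: 2p was 0.36 higher in POU5F1B replicate 3 and 0.45 higher in GFP replicate 3 than in GFP replicates 1 and 2, and 7p was 0.26 and 0.25 higher. On 21q the values were 0.40 and 0.21. Among the lowered arms, the values were -0.24 and -0.13 on 7q and -0.095 and -0.059 on 19q, so the replicate 3 libraries repeat little of the 19q shift. The lowered arm 3q (-0.21 in replicates 1 and 2) was lower in both replicate 3 libraries (-0.41 and -0.25). GFP replicate 3 also shifted as much on arms that moved less in replicates 1 and 2 (0.82 on 18q, 0.46 on 4q and -0.43 on 17q), so its part in this comparison is not specific to the raised arms. A copy difference in GFP replicates 1 and 2 thus remains possible for 2p, 7p and 3q and is not settled for 21q and 7q. On 19q little of it is seen, but since GFP replicate 3 also shifts on other arms, it is not excluded there. The copy difference is a hypothesis, found and tested on the same data. DNA was not analysed here.

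Whether these arms bear on the gene lists was tested. Of the genes named above, EPAS1 and RRM2 lie on 2p and MX1 and CBS on 21q, while MCM6 and TFCP2L1 lie on 2q, where the shift was smaller (0.18), and CAV1 and CAV2 lie on 7q, which was lowered. The raised arms held 136 of the 867 rises and 9 of the 831 falls at an unadjusted limma voom p under 0.05. Part of the rises may thus follow these arms, whatever the reason for their shift. Without genes on the raised arms, 6 of the 7 lists kept an adjusted p under 0.05 with camera, and the ATF4 list did not (0.149), but the secreted factors, caveolae and pluripotency lists have no tested gene on those arms, so this shows little. When the median shift of each of the 41 arms, raised or lowered, was instead taken out of each library, 6 of the 7 lists had an adjusted p under 0.05 with camera, and the secreted factors did not (0.0522). Shifts of whole arms thus did not remove most of the list results under camera, while the estimated correlation left 0 of them.

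The 6 libraries can be split into 3 against 3 in 10 ways. Of these, 4 part all same-numbered pairs, the real one included, and the other 6 part only 1 pair. All 4 gave as many genes past the threshold as the real split, which is 0. For genes with an unadjusted p under 0.05, 1 of the 4 splits, the real one, reached 1698, but the split that exchanged the labels of the replicate 3 libraries gave 1673. For gene lists with an adjusted p under 0.05, 1 of the 4, the real one, reached 7, and the others gave 1 to 4. With 4 splits the share cannot fall under 0.05.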
